# Functional dissection of *Drosophila melanogaster* SUUR protein influence on H3K27me3 profile

**DOI:** 10.1186/s13072-017-0163-z

**Published:** 2017-12-01

**Authors:** Olga V. Posukh, Daniil A. Maksimov, Petr P. Laktionov, Dmitry E. Koryakov, Stepan N. Belyakin

**Keywords:** Heterochromatin, Replication, Polycomb, H3K27me3, Epigenetic inheritance, Drosophila

## Abstract

**Background:**

In eukaryotes, heterochromatin replicates late in S phase of the cell cycle and contains specific covalent modifications of histones. *SuUR* mutation found in Drosophila makes heterochromatin replicate earlier than in wild type and reduces the level of repressive histone modifications. SUUR protein was shown to be associated with moving replication forks, apparently through the interaction with PCNA. The biological process underlying the effects of SUUR on replication and composition of heterochromatin remains unknown.

**Results:**

Here we performed a functional dissection of SUUR protein effects on H3K27me3 level. Using hidden Markow model-based algorithm we revealed *SuUR*-sensitive chromosomal regions that demonstrated unusual characteristics: They do not contain Polycomb and require SUUR function to sustain H3K27me3 level. We tested the role of SUUR protein in the mechanisms that could affect H3K27me3 histone levels in these regions. We found that SUUR does not affect the initial H3K27me3 pattern formation in embryogenesis or Polycomb distribution in the chromosomes. We also ruled out the possible effect of SUUR on histone genes expression and its involvement in DSB repair.

**Conclusions:**

Obtained results support the idea that SUUR protein contributes to the heterochromatin maintenance during the chromosome replication. A model that explains major SUUR-associated phenotypes is proposed.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-017-0163-z) contains supplementary material, which is available to authorized users.

## Background

In higher eukaryotes, transcriptionally active and silent regions of the genome are known to replicate asynchronously. Heterochromatic regions complete replication late in S phase when the rest of the chromosome has already been copied [1–3]. This replication pattern is basically determined by the density of replication initiation sites (origins) and their firing schedule: Euchromatin is enriched with early firing origins, while in heterochromatin replication origins are mostly depleted [4, 5]. The closer the two active origins are to each other, the faster the region between them gets replicated. Thus, the latest to replicate would be the regions located between the most distant neighboring late firing origins.

As in other metazoans, heterochromatic state in Drosophila is established by two major repressive pathways: HP1-dependent [6] and Polycomb-dependent [7]. These pathways result in the formation of repressed chromosomal domains marked by H3K9me2/3 and H3K27me3, respectively. Su(var)3–9 protein is responsible for di- and tri-methylation of H3K9 mainly at pericentric regions [8]. This mark is recognized by the chromodomain of HP1 protein [9] that, together with other heterochromatic factors, completes the formation of specific chromatin state in pericentric regions. The repressive pathway that silences developmentally regulated genes throughout the genome is based on the interplay of Polycomb-repressive complex 2 (PRC2 encompassing E(Z) and Su(z)12 proteins) and PRC1 complex, which contains a chromodomain protein Polycomb (Pc). PRC2 places methylation mark on H3K27, and PRC1 binds this mark and causes gene repression [7]. Both heterochromatin types resulting from these repressive pathways complete replication late in S phase [5]. However, other than the lack of origins, little is known about the factors that make heterochromatin replicate late.

In salivary gland cells of Drosophila larvae, polytene chromosomes are formed when, after several sequential endocycles lacking mitosis and cell division, 500–1000 DNA strands stay tightly bound together by cohesin molecules [10]. In polytene chromosomes, some late replicating regions fail to complete replication and contain fewer DNA strands [11–14]. The phenomenon of under-replication is caused by truncated S phase in endocycling salivary gland cells: Replication forks in the latest replicating regions of polytene chromosomes fail to converge, thus resulting in accumulation of DNA double-stranded breaks (DSBs) at these sites [15–18].

Phenomenally, under-replicated regions complete replication earlier and become fully polytenized in *Suppressor of Under-replication* (*SuUR*) mutants [19, 20]. The effect of *SuUR* mutation on polytenization is reached without altering the origin distribution [13], suggesting that exact same regions of chromosomes replicate more efficiently in *SuUR* mutants than in wild type, where SUUR protein is functional. Extra copies of *SuUR* gene lead to increased under-replication in polytene chromosomes [20].These data argue that the normal function of SUUR protein in the cell is to actively impede replication of heterochromatin; however, the biological function of this process remains unclear [13, 15].

Recent study revealed that *SuUR* mutation affects the levels of H3K27me3 and H3K9me3 marks that are depleted in the pericentric regions of *SuUR* mutants [21]. Furthermore, under-replicated regions that become fully polytenized in *SuUR* mutants lose H3K27me3 mark [13]. Nevertheless, SUUR protein fails to affect gene expression [13, 22]. Thus, *SuUR* mutation results in two major effects on polytene chromosomes: Chromosomal regions that are under-replicated in wild type become fully polytenized [19]; these regions lose most of their H3K27me3 histones [13].

SUUR protein interacts with replication complex indicating that it is directly involved in replication process [15, 23]. A recent study demonstrated a link between SUUR and linker histone H1 [24]. Importantly, H1 knockdown leads to increased polytenization in the normally under-replicated regions and the presence of H1 seems to be essential for SUUR stability. H1 demonstrated a dynamic distribution in polytene chromosomes through the S phase, although not in the same way as SUUR protein [23, 24]. Discovered interactions of SUUR protein are insufficient to decipher the molecular mechanism of its action at the replication fork, and the effect of *SuUR* mutation on repressive histone modifications remains poorly studied.

In this work, we explore the effect of SUUR on H3K27me3 level using polytene chromosomes as a model system. We performed a comprehensive analysis of chromosomal regions that are sensitive to *SuUR* mutation either in the context of polytenization or H3K27me3 levels. We showed that the formation of H3K27me3 domains in early embryos is unaffected by *SuUR* mutation. Our results support the idea that SUUR is a part of the mechanism that specifically re-establishes repressive chromatin during the chromosome replication [25]. As these mechanisms are still insufficiently studied, our work provides an essential example that may help uncover the biological aspects of epigenetic inheritance.

## Results

The first step to deciphering the mechanism involving SUUR protein was to establish causal relationship between the H3K27 methylation and under-replication phenomenon. Indeed, locally elevated polytenization level could result in the decrease in H3K27me3 ChIP/input signal in *SuUR* mutants observed in previous studies [13, 21]. For example, in wild type, H3K27 methylation in these regions could be a response to under-replication and double-stranded DNA breaks [26, 27], which disappear in *SuUR* mutants [15, 18]. Alternatively, under-replication could be a consequence of the local repressed chromatin state that impedes replication in SUUR-dependent manner.

If the elevated polytenization level is primary to the H3K27me3 loss in *SuUR* mutants, this effect would be restricted only to the regions that are under-replicated in wild type and would never be found in the regions that are fully polytenized. However, comparing the H3K27me3 profiles to the polytenization levels published in [13], we found that the loss of H3K27me3 upon *SuUR* mutation is not restricted to the under-replicated sites, but also appears in many regions that are fully polytenized (exemplified in Fig. 1a).

**Fig. 1:**
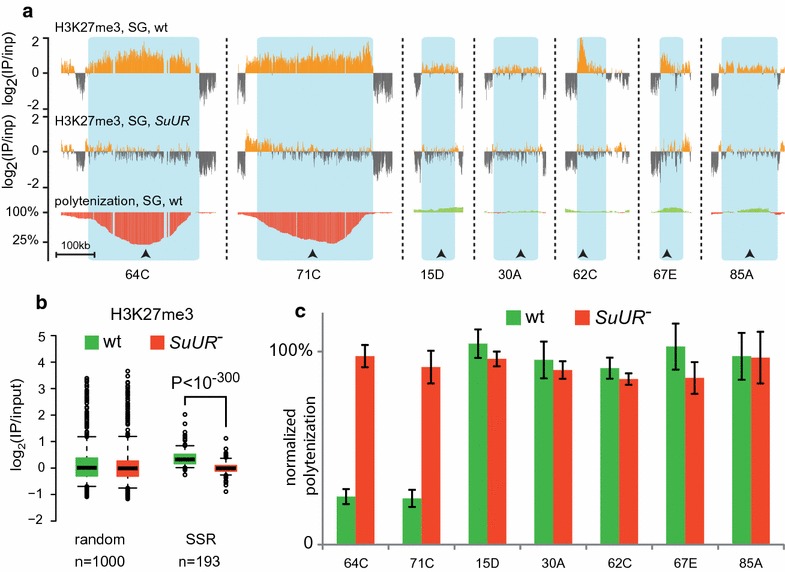
*SuUR* mutation affects H3K27me3 level independently from local under-replication. **a** Examples of chromosomal regions that display decrease in H3K27me3 levels upon *SuUR* mutation, but are fully polytenized in wild type. Compared to under-replicated regions 71C and 64C. Polytenization data were taken from [13]. Arrowheads show the positions of qPCR primers that were used to validate polytenization levels in these regions. Blue shading demarks SSRs identified with HMM. **b** SSRs identified with HMM display systematic decrease in H3K27me3 levels upon *SuUR* mutation. Compared to 1000 random chromosomal regions. **c** qPCR analysis of the polytenization levels in SSRs, shown in (**a**)

To perform a systematic analysis, we applied HMM-based approach (Materials and Methods) to the published ChIP-chip profiles [13] and detected genomic regions where H3K27me3 levels were sensitive to *SuUR* mutation (*SuUR*-sensitive regions, SSRs) regardless of their polytenization levels. H3K27me3 ChIP-chip data were quantile normalized prior to the analysis. This approach identified 193 chromosomal areas (each spanning over 30 kb; average length 214 kb; average H3K27me3 normalized ChIP/input signal in wild type 0.41, in *SuUR* mutants − 0.06, paired *t* test *P* = 2.3 × 10^−54^; Additional file 1: Table S1) that manifest decreased H3K27me3 levels in *SuUR* mutants as detected by the HMM algorithm (Fig. 1b).

It has to be mentioned that the antibodies (Abcam, #6002) that were used to demonstrate the effect of *SuUR* mutation on H3K27 methylation level [13] predominantly recognize H3K27me3, but were also reported to cross-react with H3K27me2 (about 12% cross-reactivity as determined by ELISA, see product information on the Abcam website). Thus, it was possible that ChIP profiles obtained with these antibodies represent both modifications. To address this issue, we performed the independent ChIP-seq profiling of H3K27me3 (with Cell Signaling Technology #9733 antibodies) and H3K27me2 (with Millipore #07-452 antibodies) in salivary glands of *SuUR* mutants and in wild type control and compared them to the published ChIP-chip profiles obtained with Abcam #6002 antibodies. 

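Larval salivary glands hold polytene chromosomes and are the tissue in which the SSRs were defined. For this specificity test, formaldehyde-fixed chromatin of glands from wild type (y,w) larvae and from SuUR mutants, kept at 23 °C, was immunoprecipitated with CST #9733 antibodies against H3K27me3 or with Millipore antibodies against H3K27me2. The paper gives 25 pairs of glands as starting material, whereas the sample labels give 20 pairs. Each combination of genotype and antibodies is represented by 1 ChIP library and 1 input library, 8 libraries in all. No replicates can be told apart in the resulting 4 profiles, so a difference between the genotypes has no replicate check and no p-value is given. The authors mapped the paired-end reads to the BDGP R5/dm3 assembly with MOSAIK, calculated RPM values for ChIP and input and took log2 of the ChIP/input ratio. The deposited profiles give this value for windows of 50 kb placed every 5 kb, 27631 windows for H3K27me3 and 27611 for H3K27me2. The 2 genotypes had been quantile normalized within each antibody, since their sorted values were identical. A rise or fall of the whole genome therefore cannot appear in these profiles, and a higher value in one part of the genome is balanced by a lower value elsewhere. Read numbers are not part of the profiles, so the sequencing depth and the counting error of a window are unknown. The regions compared were the 193 SSRs of Table S1 and the 158 SNRs of Table S3. They had been detected on ChIP-chip profiles obtained with Abcam #6002 antibodies and thus were not chosen on the profiles used here. The value of a region was the mean over the windows whose centre lies inside it, and the difference was wild type minus SuUR. All 193 SSRs held a window centre (median 24 windows per SSR), and 150 SNRs did (median 5 windows per SNR). A median over regions was placed among 10000 random lists of windows with the same numbers of steps. Each region drew from the 200 windows closest to it in the mean signal of both genotypes, on the same class of chromosome and overlapping no SSR or SNR, which was possible for 191 of the SSRs. Percentiles among these lists describe these libraries only.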

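With CST #9733 antibodies against H3K27me3, the median log2(ChIP/input) over the 193 SSRs was 0.0070 in wild type (SD over SSRs 0.14) and 0.048 in SuUR mutants (SD over SSRs 0.16). In windows that overlap no SSR or SNR, the median was −0.18 in wild type and −0.145 in SuUR mutants. The median difference between wild type and SuUR mutants in SSRs was −0.042 (SD over SSRs 0.19). It was above all 10000 lists of windows matched on signal, whose median was −0.155 (central 95% from −0.17 to −0.13). Thus SSRs stood higher in wild type relative to other windows of the same signal, while their own median difference lay slightly below 0. The setting that moved this median most was equal weighting of all windows inside SSRs, with a mean difference of 0.12. The H3K27me3 value was higher in wild type in 81 of 193 SSRs, or 42.0% (95% Wilson interval over SSRs from 35.2% to 49.0%), against a median of 16.8% in the matched lists. Windows centred in an SSR can include its flanks, and 20 SSRs are shorter than 1 window. With only windows wholly inside, the median difference over 167 SSRs was −0.014 and the share 46.7% (18.8% in the lists). The trend of the difference with signal in the windows outside SSRs and SNRs was also subtracted by a lowess fit. Above this trend lay 72.5% of SSRs, against 43.5% in the matched lists, and the median difference from it was 0.10. With quantile normalization redone over the chromosome arms, an alternative chosen after seeing the data, the share was 57.2% and the median difference 0.024.
With Millipore antibodies against H3K27me2, the median over SSRs was 0.14 in wild type (SD over SSRs 0.10) and 0.094 in SuUR mutants (SD over SSRs 0.12). The median difference was 0.030 (SD over SSRs 0.14), also above all 10000 matched lists, whose median was −0.024 (central 95% from −0.0405 to −0.0058). The H3K27me2 value was higher in wild type in 117 of 193 SSRs, or 60.6% (95% Wilson interval from 53.6% to 67.2%), against a median of 40.8% in the matched lists. The lowess subtraction moved this result most, to a median of 0.070 relative to the trend. Above the trend lay 73.6% of SSRs, against 56.0% in the matched lists.

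**Figure D1:**
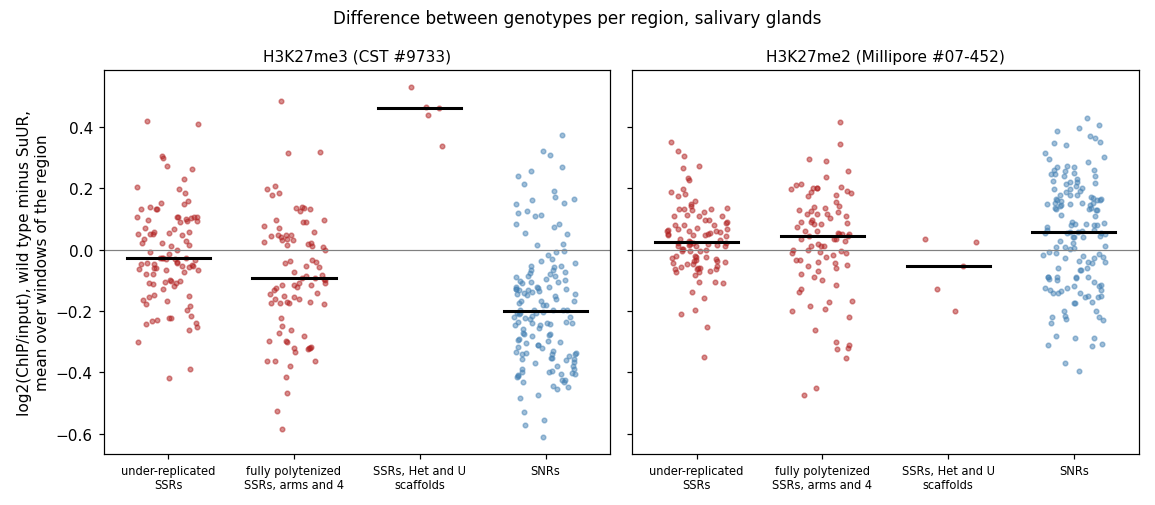
Difference in log2(ChIP/input) between wild type and SuUR mutants (y axis) for each SSR and SNR, with H3K27me3 on the left and H3K27me2 on the right; each point is the mean over the windows of 1 region and each black line is the median of a group. The 5 SSRs on the Het and U scaffolds lie above 0 for H3K27me3, while the SSRs on the chromosome arms lie on both sides of 0 for both marks.

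The paper compares scatter plots of these signals with that of the published ChIP-chip profiles. It describes datapoints of SSRs as skewed towards wild type with both kinds of antibodies against H3K27me3 and not with those against H3K27me2, and from this comparison it concludes which of the modifications depends on SuUR.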

The result of this comparison summarized in the Additional file 2: Figure S1 indicates that the effect of *SuUR* mutation [13] is indeed directed on H3K27me3 and does not involve H3K27me2.

Then, we compared *SuUR*-sensitive regions detected by HMM to the previously published under-replication regions [12–14]. For this analysis, we combined data from these three studies and formed a list of 101 regions, which displayed under-replication in at least one of the three studies (Additional file 3: Table S2). As expected, 99 out of 193 SSRs overlapped with the list of previously reported under-replicated regions [12–14] (average length 232 kb; average H3K27me3 normalized ChIP/input signal in wild type 0.48, in *SuUR* mutants − 0.06, paired *t* test *P* = 1.1 × 10^−40^). However, 94 SSRs had no overlap with any under-replicated areas (average length 195 kb; average H3K27me3 normalized ChIP/input signal in wild type 0.23, in *SuUR* mutants − 0.06, paired *t* test *P* = 6.3 × 10^−22^). Figure 1a and Additional file 4: Figure S2 demonstrates several examples of such fully polytenized SSRs. Remarkably, SSRs that did not show under-replication in wild type demonstrated somewhat lower average H3K27me3 signals as compared with the under-replicated SSRs (0.23 vs. 0.48, see above), suggesting that the ability of SUUR to interfere with replication correlates with local H3K27me3 level.

We confirmed DNA polytenization levels in regions shown in Fig. 1a by qPCR. As seen in 71C and 64C regions, the most prominent under-replication occurs approximately in the center of the corresponding SSRs. We designed qPCR primers to target the middle part of each SSR shown in Fig. 1a. Polytenization was measured in wild type larval salivary glands and in *SuUR* mutants. *Actin 42A* gene was used for total DNA normalization, as this gene gets fully polytenized regardless of *SuUR* background [28, 29]. Figure 1c demonstrates that tested regions manifesting the loss of H3K27me3 upon *SuUR* mutation show no signs of under-replication in wild type. This whole-genome analysis with independently confirmed examples indicates that *SuUR* mutation affects H3K27me3 abundance in a more intricate way than modulation of polytenization level.

It may be suggested that SUUR protein is involved in the initial formation of H3K27me3 pattern in chromosomal regions that we identified as SSRs. As epigenetic patterns are established in early development, the effect of *SuUR* mutation on H3K27me3 pattern observed in salivary gland cells could already be displayed in early embryos. To address this question directly, we performed ChIP-seq analysis of H3K27me3 distribution in 0–4 h embryos of wild type strain and *SuUR* mutants. At this developmental stage, *SuUR* mRNA is highly abundant in wild type strains [30] and is uniformly distributed throughout the embryo [31–33]. Notably, as *SuUR* mutants are viable and fertile [19], mutant homozygous stock is maintained for almost 20 years ensuring that mutant embryos are free from functional *SuUR* gene product of either maternal or zygotic origin.

Figure 2 demonstrates that in early embryonic development H3K27me3 ChIP-seq signal within SSRs displays no difference in *SuUR* and wild type. This observation indicates that SUUR is dispensable for the initial H3K27me3 pattern formation in early embryonic development.

**Fig. 2:**
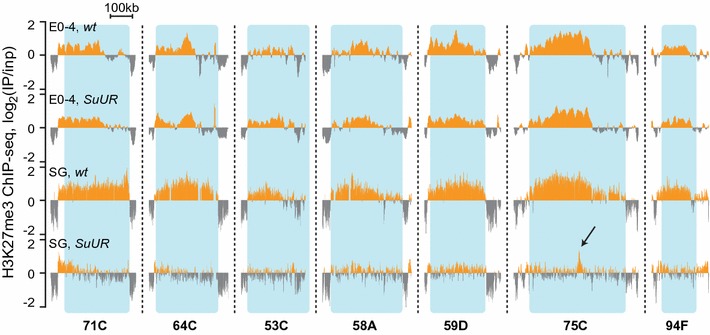
H3K27me3 profile is unaffected by *SuUR* mutation in early embryos. Examples of H3K27me3 profiles in some SSRs, in 0–4-h embryos and in salivary glands of wild type strain and *SuUR* mutants. No major changes occur upon *SuUR* mutation in embryos as compared to salivary glands. The arrow shows the position of Pc-binding site in 75C that is unchanged between wild type and *SuUR* mutants (see below)

H3K27me3 histone modification is associated with Polycomb-mediated repression and is specifically bound by Pc protein [34]. *SuUR* mutation could disrupt PRCs binding in SSRs, which in turn could affect the H3K27me3 levels. Immunostaining of polytene chromosomes of *SuUR* mutant larvae has previously revealed no change in Pc-binding sites [20, 35]. However, that cytological study considered only the major Pc sites and did not report the information on the regions that we identified as SSRs. To address this question, we performed a whole-genome Polycomb DamID-seq mapping in salivary glands of *SuUR* mutants and wild type strain. Obtained data were analyzed as described previously [36, 37], for peak calling a 5% FDR threshold was used. Resulting profiles appeared to be very similar: Positions of most if not all Pc peaks were identical in *SuUR* and wild type polytene chromosomes (Fig. 3a, blue profiles). Pearson’s correlation value observed for the Pc profiles in two genotypes is 0.93, which is very close to the value found in the pairs of biological replicates within each genotype (0.98). In other words, *SuUR* mutation had nearly no effect on Pc binding in salivary gland polytene chromosomes. Any differences found in *SuUR* mutants were minor and essentially comparable to the experimental noise. Hence, we conclude that Polycomb profile is unaffected by *SuUR* mutation. Taken together, our H3K27me3 ChIP-seq and Pc DamID-seq data show that SUUR is not directly involved to the mechanisms of Polycomb-mediated repressed chromatin establishment.

**Fig. 3:**
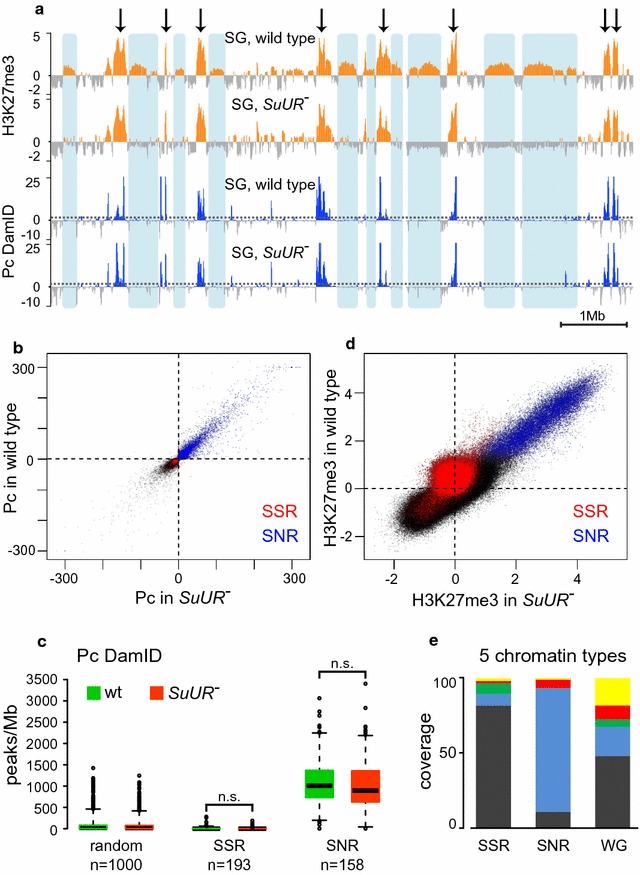
SSRs are devoid of Pc protein while SNRs represent PRC1 domains. **a** SSRs (shaded in blue) are devoid of Pc binding as exemplified by 10 Mb span of chromosome 2L. SNRs (see text) match the Pc-bound domains (arrows). H3K27me3 profiles are presented as quantile normalized log_2_(IP/inp) values. Pc DamID profiles are presented as log_10_(P) units, where P—significance level assessed with Fisher’s exact test. Dotted lines designate FDR = 0.5 levels for Pc enrichment. Blue shading shows positions of SSRs, arrows point at SNRs. **b** Scatter plot of Polycomb DamID data in salivary glands of wild type strain and in *SuUR* mutants. SNRs are shown in blue while SSRs—in red. Pc DamID signal is presented as log_10_(P) units, where P—significance level assessed with Fisher’s exact test. **c** Pc peak density in SSRs, SNRs and in 1000 random regions across the genome. *SuUR* mutation does not affect Pc distribution nor in SSRs nor in SNRs. **d** Scatter plot of quantile-normalized H3K27me3 ChIP-chip data in salivary glands of wild type strain and in *SuUR* mutants. SNRs are shown in blue while SSRs—in red. The scales are log_2_(IP/inp) values. **e** Genomic regions corresponding to SSRs and SNRs in Kc167 cells show characteristic distribution of chromatin types according to the classification of [5]

Two distinct types of H3K27me3-enriched regions are clearly seen in salivary gland cells (Fig. 3a). One type is SSRs, all of which appeared to have rather moderate levels of H3K27me3 ChIP-seq signal in wild type and lose this mark upon *SuUR* mutation (Fig. 3a). The other type consists of the regions with high H3K27me3 ChIP-seq signal that, unlike SSRs, retain this mark in *SuUR* mutants (Fig. 3a, indicated with arrows). HMM approach identified 158 sites of high H3K27me3 abundance that were not sensitive to *SuUR* mutation (*SuUR*-non-sensitive regions, SNRs; Additional file 5: Table S3). These sites of high H3K27me3 abundance perfectly matched the Pc-enriched regions both in wild type and *SuUR* mutants (Fig. 3a), and Pc profile in these regions was independent from SUUR in our genome-wide analysis (Fig. 3b). Most SSRs appeared to be virtually devoid of Pc both in wild type and *SuUR* mutant genotypes (Fig. 3a–c), and moderately enriched with H3K27me3 in wild type (Figs. 1a, 3d).

To get a more detailed overview of SSRs and SNRs, we used the model that classifies chromatin of Drosophila Kc167-cultured Drosophila cells into five major types [5]. This model distinguishes three types of heterochromatin (color-coded as BLACK, BLUE and GREEN) and two types of active chromatin types (RED and YELLOW). We estimated the representation of these five chromatin types in the genomic spans of Kc167 cells corresponding to SSRs and SNRs (Fig. 3e). As expected, BLUE chromatin corresponding to repressed, PRC1 and PRC2-enriched chromatin [5] was highly represented within the limits of SNRs. In turn, genomic spans corresponding to SSRs in Kc167 cells were predominantly covered by BLACK chromatin (Fig. 3e). BLACK chromatin covers about a half of Kc167 chromosomes and is prevalent among the repressed chromatin types. Notably, as well as SSRs in polytene chromosomes, BLACK chromatin in Kc167 cells is not bound by Pc and shows a slightly elevated level of H3K27me3 [5].

Polycomb enrichment in SNRs suggests that the presence of PRCs accounts for the local restoration of H3K27 methylation in these regions, thus allowing H3K27me3 levels in these regions withstand the effect of *SuUR* mutation. On the other hand, it was possible that *SuUR* mutation had no effect on H3K27me3 levels in SNRs because these regions could be devoid of SUUR protein in polytene chromosomes. This possibility is unlikely, considering previous studies in salivary glands [20, 35] and cell culture [5, 38]. However, to ascertain that SUUR protein does not avoid SNRs in salivary glands, we performed a direct test. We applied DamID-seq method to build SUUR protein profile in salivary gland polytene chromosomes. Resulting profile (Additional file 6: Figure S3) was very similar to the profile previously obtained using microarrays in Kc167 cells [5] with some expectable cell type-specific differences [39]. Figure 4a illustrates the chromosomal region encompassing two SNRs and a neighboring SSR. As in other cases, both SNRs are enriched with Polycomb-binding sites and show no difference in H3K27me3 levels in wild type and *SuUR* mutants. Upper profile shows SUUR protein localization determined by DamID-seq [36]. As one can see, SUUR protein is present in both SSR and SNRs in comparable amounts.

**Fig. 4:**
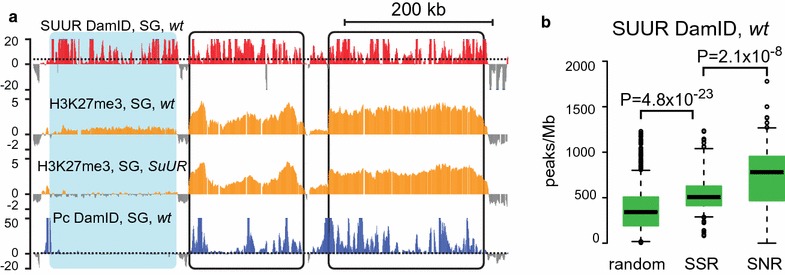
Both SSRs and SNRs contain SUUR protein. **a** DamID profiling detects SUUR protein in SSR (shaded in blue) and in SNRs (black frames). The 600-kb fragment of chromosome 3R is shown. H3K27me3 profiles are presented as quantile normalized log_2_(IP/inp) values. SUUR and Pc DamID profiles are presented as log_10_(P) units, where P—significance level assessed with Fisher’s exact test. Dotted lines designate FDR = 0.5 levels for Pc enrichment. **b** SUUR peak density in SSRs, SNRs and in 1000 random regions across the genome

To demonstrate how this trend translates to the whole-genome level, we measured the number of SUUR protein peaks per Mb in all SSRs and SNRs. This analysis revealed that in salivary glands SNRs demonstrate a strong presence of SUUR, even higher than in *SuUR*-sensitive regions (Fig. 4b). Nevertheless, H3K27me3 levels in SNRs were unaffected by *SuUR* mutation. Apparently, the presence of PRCs that re-introduce H3K27me3 mark is sufficient to overcome the effect of *SuUR* mutation. In contrast, SSRs devoid of Pc cannot rely on this compensatory mechanism and require SUUR function to sustain this repressive mark.

Next, we aimed to explore the role of histones in under-replication using mutation in the *mxc* gene (*multiple sex combs*). This mutation results in replication stress and homeotic phenotypes reminiscent of Polycomb group mutations. Mxc protein specifically regulates histone genes expression in cell cycle, but is not a part of the PRC complexes. The effects of *mxc* mutation are apparently mediated by the several fold over-production of H3 histone and are rescued by *His3* mRNA depletion [40].

To check if misregulation of histone genes in *mxc* mutants also affects under-replication, we measured DNA polytenization in salivary glands of viable hemizygous *mxc* ^*G43*^ male third instar larvae. *FM7, Tb* [41] balancer brothers were used as a control. We chose two under-replicated regions [12] from H3K27me3-marked heterochromatin (25A and 75C), which were characterized as SSRs. We designed qPCR primer pairs targeting genomic loci approximately every 50 kb within these regions to build detailed polytenization profiles (Fig. 5a, b). Additionally, we tested several under-replicated loci from pericentric heterochromatin (Fig. 5c). *mxc* ^*G43*^ mutants demonstrated substantial increase in polytenization levels in 25A and 75C regions as well as in the pericentric regions, which strongly supports the idea that under-replication is controlled at the histone level.

**Fig. 5:**
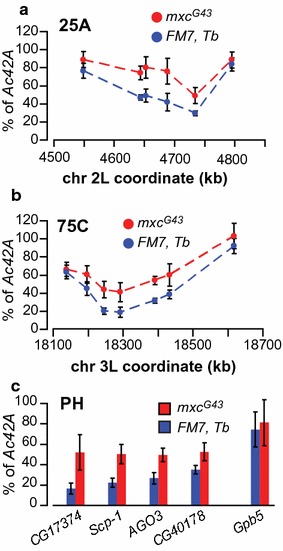
*mxc* ^*G43*^ mutants increase polytenization in under-replicated regions. **a**, **b** Polytenization profiles in two under-replicated regions 25A and 75C were built using qPCR in *mxc* ^*G43*^ mutants (red) and their wild type siblings (blue). **c** Polytenization levels of the tags from the pericentric heterochromatin were assessed with qPCR. Although located in pericentric heterochromatin, *Gbp5* gene is 100% polytenized in all genotypes and is shown for comparison. *mxc* ^*G43*^ mutation affects under-replication in both pericentric heterochromatin and in the late replicating regions scattered along chromosomal arms

The effect of *mxc* mutation leaves a possibility that *SuUR* mutation could likewise affect under-replication through misregulation of histone genes. This possibility seemed quite plausible as the recent study [24] demonstrated that H1 depletion leads to the effects on polytenization similar to *mxc* mutation. To address this possibility, we measured the expression levels of histone genes in salivary glands of *SuUR* mutants using qPCR and compared them with the wild type strain. *SuUR* mutants showed no significant differences in expression levels of H1 and H3 histones (and other histones) compared with wild type (Additional file 7: Figure S4), indicating that SUUR does not affect under-replication through the histones synthesis regulation.

## Discussion

This study continues our efforts to decipher the function of SUUR protein in Drosophila. *SuUR* mutation affects two processes in the repressed regions of polytene chromosomes—their polytenization and repressed histone modifications maintenance. In *SuUR* mutants, the replication in these regions becomes more efficient [13, 15, 19]; however, the levels of H3K27me3 and H3K9me3 decrease significantly [13, 21]. We performed a “differential diagnosis” for the effects of *SuUR* mutation on H3K27me3 level in polytene chromosomes. Successive conclusions allowed us to finally exclude SUUR involvement in certain mechanisms that, to this point, obscured the assessment of its function (Fig. 6a). We tested four potential explanations for the remarkable, but insufficiently studied, effects that SUUR has on chromosome replication and chromatin. Our study revealed that H3K27 methylation in SSRs of wild type chromosomes does not happen in response to DSB formation during under-replication as was shown in other model systems [26, 27]. Indeed, many regions that are 100% polytenized in wild type contain H3K27me3 that is sensitive to *SuUR* mutation. We also showed that *SuUR* mutation does not affect Polycomb DamID profile in salivary gland and is not involved in the initial placement of H3K27me3 mark early in embryogenesis. These results indicate that the effect of *SuUR* mutation on H3K27me3 level develops during the ontogenesis. Finally, we excluded the possibility of SUUR protein regulating the expression of histone genes.

**Fig. 6:**
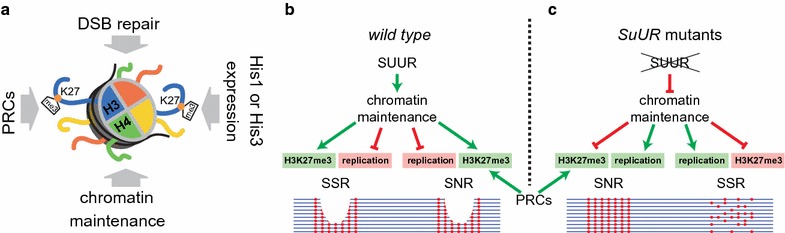
Scheme explaining the effects of SUUR on H3K27me3 maintenance and under-replication in polytene chromosomes. **a** Possible mechanisms that were checked in this study that could affect H3K27me3 in *SuUR* mutants. **b** In wild type, SUUR contributes to chromatin maintenance in a way that replication forks are delayed to allow the H3K27me3-enriched chromatin context to be re-established. This would result in under-replication in the most extended SSRs and SNRs. PRCs also act in SNRs and produce H3K27 methylation. **c** In *SuUR* mutants, SUUR-dependent chromatin maintenance is inactivated, so the replication is more efficient while H3K27me3 is lost in SSRs. In SNRs, H3K27me3 level is reconstituted by the resident PRCs. Below the schematic pictures of polytene chromosomes are shown. Red dots—H3K27me3 histones

In our previous work, we proposed a hypothesis that SUUR protein is involved in the maintenance of repressive histone modifications during replication in Drosophila [25]. We suggested that SUUR protein could function in the replication-coupled re-establishment of repressed histone modifications in polytene chromosomes. According to our model, SUUR impedes the progression of the replication complex through heterochromatin regions until the pattern of repressed histone marks is properly re-established on the newly synthesized DNA strands (or until the context for future chromatin maturation is properly formed). In the absence of this regulation, replication forks progress through heterochromatin regions more efficiently, but at the expense of the significant depletion of H3K27me3 and H3K9me3. This model combines all major effects of SUUR protein and provides a causal link between them. In this study, we performed necessary experiments to test this model in context of SUUR effect on H3K27me3.

New data obtained in this study add fascinating details to the well-known effects of SUUR protein. Our analysis of the published H3K27me3 profile in salivary gland chromosomes [13] revealed two distinct types of H3K27me3-containing regions—SSRs and SNRs—that differ in H3K27me3 levels, sensitivity to *SuUR* mutation and the presence of Pc. Intriguingly, the reduction in H3K27me3 levels upon *SuUR* mutation is observed only in regions that are moderately enriched with H3K27me3 and lack Pc, whereas highly enriched regions remain unaffected. Although, SUUR DamID signal in SNRs is even higher than in SSRs, which is consistent with early cytological studies [20, 35]. Thus, SUUR function is required to preserve H3K27me3 levels at the regions, which are devoid of Pc.

The majority of SSRs detected in this study overlap with the BLACK chromatin type (Fig. 3e) described in Kc167 cells [5]. Genomic regions corresponding to BLACK chromatin were recently shown to contain H3K27me2 in Sg4 cells [42]. Given the known cross-reactivity of the antibodies, which were used in ChIP experiments that detected *SuUR* effect on H3K27 methylation level [13], it could be suggested that SSRs mainly contain di-methylated H3K27 and *SuUR* mutation affects the level of this modification. This suggestion contradicts with the previous immunostaining results that showed no effect of *SuUR* mutation on H3K27me2 level [21]; however, the effect may be too subtle to be detected with the cytological methods. 

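The contrast of the 2 marks was calculated for each SSR as the H3K27me3 difference (CST #9733 antibodies, wild type minus SuUR mutants) minus the H3K27me2 difference (Millipore antibodies), since the profiles of the marks had been normalized separately. Its median over the 193 SSRs was −0.068 (SD over SSRs 0.25). It was above all 10000 lists of windows matched on H3K27me3 signal, whose median was −0.15 (central 95% from −0.18 to −0.13). The contrast was above 0 in 67 of 193 SSRs, or 34.7% (95% Wilson interval from 28.4% to 41.7%), against a median of 25.1% in the matched lists (percentile 99.8). Against random windows matched on length and chromosome only, the same median stood at percentile 67.9, inside the central 95% of the lists. With equal weighting of all windows inside SSRs, the contrast was 0.10, and after the lowess subtraction in each mark its median was 0.021. With quantile normalization redone over the chromosome arms, chosen after seeing the data, its median was −0.0073. The position of the contrast above the matched lists was seen in the 99 SSRs that overlap a reported under-replicated region, with a median of −0.042 above all lists (list median −0.17). In the 94 SSRs with no such overlap, the median contrast was −0.11, at percentile 52.9 of the lists (list median −0.12).
In the under-replicated SSRs, the median H3K27me3 difference was −0.028 (SD over SSRs 0.16), above all 10000 matched lists, and 43 of these SSRs were higher in wild type. This median took the opposite sign under 6 alternatives, such as the use of only windows that lie wholly inside the SSRs (0.014). In the other SSRs, which include the 5 SSRs on heterochromatic and unplaced scaffolds, the median was −0.083 (SD over SSRs 0.22) at percentile 98.3 of the matched lists, and 38 were higher in wild type. It changed sign under equal weighting of all windows (0.25) and after the lowess subtraction (0.041, inside the central 95% of the lists). Equal weighting brings in the 1819 windows of the scaffold SSRs, which averaged 0.47, and 313 windows of 1 SSR on 3L (0.49). Among windows matched on length and chromosome only, the median of this group stood at percentile 20.4. The median H3K27me2 difference was 0.024 in the under-replicated SSRs (SD over SSRs 0.12) and 0.036 in the rest (SD over SSRs 0.17). Whether the 2 groups of SSRs differ from each other was not tested.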

The present study proved that the previously observed effect of *SuUR* mutation [13] is specifically directed on tri-methylated H3K27; however, to further address the mechanism of SUUR action in chromatin it would be useful to study the effects of this protein considering a wider spectrum of histone modifications.

It is highly plausible that Pc-G proteins maintain H3K27 methylation at their target regions (Fig. 6b, c) by temporarily over-producing H3K27me3-marked histones prior to replication, as reported earlier [43]. Hence, the regions of high H3K27me3 enrichment resist the effect of *SuUR* mutation.

Although the presence of Polycomb protein in SNRs apparently compensates the effect of *SuUR* mutation on H3K27me3 level, it fails to neutralize the effect of SUUR protein on the replication in these regions. Indeed, the very first characterized under-replicated region (89DE) contains Bithorax complex, which is densely covered with Pc, but is still under-replicated in wild type and fully polytenized in *SuUR* mutants [12, 44]. Similar situation is observed in the Antennapedia complex [13, 14]. Both Bithorax complex and Antennapedia complex are as large as 200–300 kb, so it seems that under-replication normally occurs at H3K27me3-enriched regions that exceed a certain length and lack internal replication origins. This suggestion is in line with recently discovered negative correlation between the length of the under-replicated regions and their polytenization levels [14, 24]. Hence, the selectivity of *SuUR* mutation effect on H3K27me3 level turns out to be associated with the presence of Pc protein. However, the effect of *SuUR* mutation on under-replication apparently is largely dependent on the size of the repressed domain, rather than its overall level of H3K27me3. These conclusions are consistent with earlier cytological observations based on immunostaining [20]. Discovered SUUR protein effects on replication and chromatin in polytene chromosomes are schematically summarized in Fig. 6b, c.

The fact that SSRs do not bind Pc suggests two plausible mechanisms of how SUUR could maintain the level of H3K27me3 in these regions. On the one hand, SUUR could mediate the interaction between the replication complex and H3K27-specific methylase PRC2 and possibly other histone-modifying enzymes [45]. On the other hand, SUUR could regulate the incorporation of parental modified histones (or those over-produced by PRCs at their binding sites) into nascent chromatin of SSRs. Notably, a recent study suggests that linker histone H1 may be involved in this process [24]. Future studies will elucidate the exact mechanism of this process.

## Conclusions

Little is known about the specific maintenance mechanisms for repressive histone marks, but those few that are known to date appear to be very distinct. Recent reports indicate that during replication in mammalian cells parental H3K9me3 and H3K27me3 histone molecules are diluted twofold with new unmodified histones and then follows a lengthy (up to several hours) process of the re-establishment of histone methylation to original levels [46, 47]. A study in Drosophila revealed that over-production of H3K27me3 in early S phase at the Polycomb-binding sites secures the maintenance of repression when the histones are diluted after replication [43]. The evidence obtained in our study supports the idea that SUUR protein controls the appropriate propagation of histone modifications in the wake of replication fork in Drosophila, thus providing a thought-provoking example of epigenetic inheritance mechanism.

## Methods

### Plasmids

Dam-Pc (KT921801) construct was made using the *hsp70* > *loxP*-*Stop*-*loxP* > *DamMyc* vector (JN993988) containing a stop cassette flanked by lox sites between the *hsp70* minimal promoter and the CDS [39]. Dam-SUUR construct (JN993989) was published in previous study [39]. Complete sequences of the constructs were verified by Sanger sequencing and are available from NCBI (accession numbers are given in parentheses).

### Fly strains

*SuUR* mutation was described in [19] and is available from our laboratory stock. *y* ^*1*^ *w* ^*67c23*^ (further referred to as *y,w*) flies were obtained from the Bloomington Stock Center (# 6599) and used as the wild type control in all experiments. Fly strain for DamID of Pc was generated by inserting the corresponding construct into the attP18 landing site [48]. Flies expressing SUUR-Dam and control Dam-alone were obtained previously [39]. Flies were raised at 23 °C.

### Quantitative PCR

#### Under-replication in polytene chromosomes

Salivary glands (10–20 pairs) were accurately dissected in PBS, fat body was completely removed. Total genomic DNA was isolated using optimized phenol–chloroform extraction method, as detailed below. Salivary glands were quickly homogenized by mixing with 600 µl of lysis buffer (100 mM NaCl, 200 mM Sucrose, 100 mM Tri-HCl pH = 9.1, 50 mM EDTA, 0.5% SDS) and passing the lysate 4–6 times through a 1-ml syringe fitted with 27-gauge needle. 10 µl of Dispase II solution (100 mg/ml) were added and incubated for at least 3 h at 56 °C. Equal volume of phenol–chloroform was added and mixed thoroughly by hand to obtain a uniform emulsion. The mixture was centrifuged at 16,000*g* for 5 min. Upper phase was transferred to a new 1.5-ml tube. Interphase carryover was avoided. Next, 3 µl of RNase A (10 mg/ml) were added to the sample and incubated for 20 min at 37 °C to remove RNA. Equal volume of chloroform was added and mixed thoroughly by hand, followed by centrifugation at 16,000*g* for 5 min to remove RNase A and any traces of phenol. Upper phase was transferred to a new 1.5-ml tube. DNA was precipitated with 1.5 × volume of 100% isopropanol. The pellet was washed thoroughly with 1 ml of 70% ethanol, followed by centrifugation at 16,000*g* for 5 min. The supernatant was removed, and DNA pellet was air-dried for at most 5 min to prevent over-drying. DNA yield was measured using Nanodrop 2000 device. DNA integrity and RNA contamination level were assessed using agarose gel electrophoresis.

DNA polytenization was measured using standard curve method on CFX96 System (Bio-Rad). Genomic DNA from 25 larval ganglia was used to prepare standards, starting from 1 ng/μl concentration, with three successive 5 × dilutions. Genomic DNA from salivary glands was diluted to approximately 0.5 ng/ul. SYBRGreen qPCR reactions were set up using 2 × master mix (Biolabmix, http://biolabmix.ru/). Final concentration of primers in a 25-µl reaction was 0.5 µM. Each reaction contained 10 μl of DNA template. Primers to *Actin 42A* gene were used for the inter-strain normalizations. Each data point was acquired from two biological replicates run in triplicates. The annealing temperature for all primers was 60 °C. The results were analyzed using Bio-Rad CFX software and in MS Excel.

*Actin 42A* primers

**Table:** 

Ac-1	CACGTTTGCTCTGTGCCTCAT
Ac-2	CCGCGTGCAGTTTTTCCTT

The list of primers in the SSRs:

**Table:** 

64C-1	TTCTTCGTCATCGCTTTCTTT
64C-2	CTGGGTGCAGAAGTACAGTGA
71C-1	TTAATCAACTTCAGCGCATTG
71C-2	TGGTTATCAGGTTGTCGTTCA
15D-1	TGACTTCCGTCGCTTTACTG
15D-2	GTCCTGGTCCGTCATCTTTT
30A-1	ACGATCCCAAATGGAAAGAG
30A-2	GTTCCAGCTCCTCAGAGTCC
62C-1	GCTTTGCCATTTGCTGAGTA
62C-2	CCCATGCCATCTCAACTATG
67E-1	CAATGGGTTCTTTGCATTTG
67E-2	CAAGAGGGGTGGTACGTTCT
85A-1	AATGCAATTTCCACGCTTAAC
85A-2	TGCAAAAACAGAAACAGCAAC

The list of primers in pericentric regions

**Table:** 

CG40178-1	TTGCGTTGGTACTGTTCTGG
CG40178-2	GACTCTGGGTGCTTTGCAT
CG17374-1	AGGAGCTAAAACTGCGTGGT
CG17374-2	CCAAACAAACCATCTGAACG
Scp1_F	AATCGTCAGATGAGTTCGTCA
Scp1_R	GAGAGAACGCCAACTCTATATCC
AGO3_F	AAACTCGGTGGAACCAAGAC
AGO3_R	ATGCGAATCTGCAACTCAAC
Gpb5-1	CGTTCCATCCTGTTTGTGTC
Gpb5-2	CTTGCTTACGCTGTCCTCTG

The list of primers in the 25A region

**Table:** 

dp-1	GATACGGATTGTCCCAGTGAA
dp-2	GCAGTACGGTTTTGCAGAGAG
CG15635-1	AACCCCTGGAGTATGGTATCC
CG15635-2	TGGTTTTCCTGAATTGGAAAG
CG3355-1	TCGAGTCAATCAAGACATTCG
CG3355-2	AGCCTGGAAGGGATTTAGAAG
CG15634-1	AGGGTAATCCTCTGGTGAGGT
CG15634-2	AAATTATCATCGAAGGCGAGA
CG15631-1	CCATACCGGAACCCAATAAGT
CG15631-2	GCTCTTCAAAGGACACACAGC
CG3294-1	AAAAACATGCCAAAGAACGTG
CG3294-2	AATTCCTGCATTTCCTCCTGT

The list of primers in the 75C region

**Table:** 

gk-1	TCCAAGAAGCTGATGAAGCTC
gk-2	GGGGTCGCCTACATCCTAATA
CG7320-1	ACTCGATTCGTTCCTGACTGT
CG7320-2	CGGCCAATTTAACAAACTGAT
CheA75a-1	GGTTACCAATGAAAGGTTGGA
CheA75a-2	GTTTTCAGTCCATCGAAGAGC
CG13700-1	GCAACCACTTTAACCACTTC
CG13700-2	ACCACCCATGCCATAGAC
rpr-1	GGGGAAAACCAATAGTCCAGT
rpr-2	GCTGATGAGTGGTGACTGTGT
skl-1	GGTCCTGAAGCAATTTTACCA
skl-2	GTATTTGAACGGTGGCCTTTA
bora-1	GCCTTTCACCCATTAGAAACC
bora-2	TCCAGCTCGTGCATTAGAAGT

### Gene expression analysis

RNA was isolated from 10 to 20 salivary glands with TRIZOL reagent (Invitrogen) according to the manufacturer’s recommendations. 1 µg of total RNA was used in random-primed reverse transcription reaction using VILO kit (Invitrogen). Expression was assessed using standard curve procedure, as described above. *Actin 42A* gene was used for normalizations. Each experiment was repeated twice with three technical replicates each.

**Table:** 

H1-F	AGGCAAAGTCGAAGGTTTTGT
H1-R	TTAGCTTTGGGCTTTTTGTCA
H2A-F	AGTGAAGGGAAAGGCAAAGTC
H2A-R	TTCCATTACGGCAGCTAGGTA
H2B-F	AGGATGGACCTGCTTGAGAAC
H2B-R	AACATCACCAAGACCGACAAG
H3-F	AGTGAAACCCAAATCGGAGAT
H3-R	CGGCCTTAGTAGCCAGTTGTT

### DamID and data analysis

DamID was performed according to the previously published protocol [49, 50]. In brief, we used previously published Drosophila stocks that expressed Dam-SUUR, and Dam-alone proteins under the control of minimal *hsp70* promoter of the pUAST vector [39]. Dam-Pc strain was generated in this study. To avoid position effects, all the constructs were inserted into the same landing site (attP18) on the X-chromosome. Previously, we demonstrated that expression of Dam fusion proteins from transgenes that were integrated at this site is very low and is not detectable by Western blot [39].

The flies were kept at 23 °C. Fifty salivary glands were carefully dissected and fat body was removed completely. DNA was isolated using phenol–chloroform method as described above. 1ug of genomic DNA was digested by DpnI endonuclease that only cuts Dam-methylated GATC sequences. Digested DNA was ligated with double-stranded DNA adapters and then digested with DpnII endonuclease that cuts non-methylated GATC sequences. At this step, adapters remained ligated only to the fragments between two neighboring methylated GATC sequences in the genome. DpnII digestion step is needed to increase the specificity of the method. Next, methylated fragments were selectively amplified using adapter-specific primer. On an agarose gel, DamID products appeared as a smear ranging between 100 and 800 bp.

Library preparation and data analysis were performed as described earlier [36]. Before the preparation of libraries for Illumina DamID-seq, the adapters used in DamID procedure were cut off with DpnII. No further fragmentation was performed. Thus, all the specific DamID fragments would have GATC sequences on both ends. Illumina TruSeq protocol was used for library preparation, followed by sequencing on HiSeq or MiSeq System (pair-end, 50 or 75 bp).

The reads obtained were mapped to BDGP R5/dm3 Drosophila genome assembly using MOSAIK software [51] with the following parameters: -m all -mmp 0.1 -act 20 -a single. For further analysis, only the reads that started with GATC sequence were retained. The number of reads for each genomic fragment between the neighboring GATC sites (GATC fragments) was summed up. Pearson correlation coefficient between two biological replicates was above 0.9. Data filtering, profile generation and FDR-based peak calling were performed exactly as described before [36].

### H3K27me3 ChIP-seq and data analysis

To perform H3K37me3 ChIP-seq, we used the True MicroChIP & MicroPlex Library Preparation™ Package (Diagenode), according to manufacturer’s recommendations. About 20 µl of 0–4-h embryos or 25 pairs of dissected salivary glands were used as starting material. Abcam anti-H3K27me3 antibodies (#6002) were used for chromatin immunoprecipitation throughout the study, except for the specificity tests, where Cell Signaling Technology #9733 anti-H3K27me3 and Millipore #07-452 anti-H3K27me2 antibodies were used (Additional file 2: Figure S1) Formaldehyde-fixed chromatin was sheared using BioRuptor instrument (Diagenode). Three biological replicates were processed. DNA from precipitated material and input were used for library preparation using Illumina Nextera protocol. The libraries were sequenced using MiSeq System (paired end, 75 bp).

The reads were mapped to BDGP R5/dm3 Drosophila genome assembly using MOSAIK software [51] with following parameters: -m all -mmp 0.1 -act 20 -a single. Paired reads were combined. For each genomic position, the RPM (reads per million) value was calculated for ChIP sample and input sample. Log2 of the ChIP to input ratio was used as a measure of local H3K27me3 enrichment. To build the whole-genome profile, the data were smoothed using a 1-kb sliding window, step 100 bp.

To identify the regions enriched with H3K27me3 in wild type strain and depleted for H3K27me3 in *SuUR* mutants, the mhsmm R package (http://www.jstatsoft.org/v39/i04/) was used. Prior to the analysis, the data were quantile normalized. The resulting list of the regions is provided in the Additional files.

## Additional files

**Additional file 1: Table S1.** Coordinates of 193 HMM-defined SSRs. First column—chromosome name, second column—start coordinate, third column—end coordinate. Each line corresponds to a single SSR.

**Additional file 2: Figure S1.** Comparison of ChIP results in *SuUR* mutants and in wild type obtained with H3K27me3 antibodies from different vendors and with the antibodies against H3K27me2. **A**—scatter plot of ChIP-chip signals obtained with the Abcam #6002 antibodies in *SuUR* mutants (abscissa) and in wild type (ordinate) [13]. **B**—scatter plot showing H3K27me3 ChIP-seq signals obtained with Cell Signaling Technology #9733 (CST #9733) antibodies in the same genotypes. **C**—the same analysis performed with Millipore #07-452 antibodies against H3K27me2. Datapoints inside 193 SSRs are shown in red. 

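For H3K27me3 with CST #9733 antibodies, 8144 windows of 50 kb had their centre inside an SSR. The difference between wild type and SuUR mutants in log2(ChIP/input) was on average 0.12 over these windows (SD over windows 0.44), and 58.3% of them were higher in wild type. Of the 15209 windows that overlap no SSR or SNR, 38.3% were higher in wild type, and their average difference was −0.032 (SD over windows 0.40). Neighbouring windows overlap and are not replicates.
The shift was uneven over the genome. The 6325 SSR windows on the chromosome arms and chromosome 4 had an average difference of 0.020 (SD over windows 0.31), with 51.3% higher in wild type. Other windows of these chromosomes averaged −0.098 (SD over windows 0.24), with 33.1% higher in wild type. The SSR average of 0.020 leans on 313 windows of 1 SSR on 3L, with a difference of 0.49. Counted by region, the median over the 188 SSRs of the arms and chromosome 4 was −0.045. The 1819 SSR windows on heterochromatic and unplaced scaffolds averaged 0.47 (SD over windows 0.60), with 82.6% higher in wild type. On the same scaffolds, windows outside SSRs averaged 0.445 (SD over windows 0.79).
Among SSRs with at least 5 window centres, the largest difference, 0.53, was found on U from 40030 to 2245239 in dm3 coordinates. It was followed by 3L from 22947810 to 24526499 with a difference of 0.49, and by 2RHet from 28950 to 3071439 with a difference of 0.47. The SSR on 3LHet from 219350 to 2475739 had a difference of 0.46 and that on 3RHet from 839110 to 2517499 had a difference of 0.44. At the other end stood 3L from 6108740 to 6152919, with −0.46 in wild type, 0.13 in SuUR mutants and a difference of −0.585, and 3R from 15085321 to 15206689 with a difference of −0.53. The next were X from 3894630 to 3966339 with a difference of −0.47, 2L from 622980 to 805459 with a difference of −0.42 and 2R from 4374310 to 4448049 with a difference of −0.41. Of the 191 SSRs with matched windows, 18 lay above all but at most 2.5% of their own 200 matched windows and 5 lay below all but at most 2.5%.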

In both cases (**A** and **B**) H3K27me3 antibodies produce the characteristic skew (arrows): SSRs systematically show stronger signal in wild type strain as compared to *SuUR* mutants. This tendency is absent in case of H3K27me2 (**C**).

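For H3K27me2 with Millipore antibodies, the 8132 windows with their centre inside an SSR had an average difference between wild type and SuUR mutants of 0.019 (SD over windows 0.36), and 55.4% of them were higher in wild type. Of the 15201 windows that overlap no SSR or SNR, 46.0% were higher in wild type, with an average difference of −0.016 (SD over windows 0.36). On the chromosome arms and chromosome 4, SSR windows averaged 0.034 (SD over windows 0.25) and other windows −0.022 (SD over windows 0.22). On heterochromatic and unplaced scaffolds, SSR windows averaged −0.030 (SD over windows 0.61) and windows outside SSRs 0.034 (SD over windows 0.84). Of 191 SSRs, 27 lay above all but at most 2.5% of their own matched windows and 7 lay below all but at most 2.5%.
Across non-overlapping windows, Pearson's r between the wild type and SuUR profiles was 0.56 for H3K27me3 (95% interval from 0.46 to 0.66 in a bootstrap of 1-Mb blocks, Spearman's rho 0.37) and 0.41 for H3K27me2 (interval from 0.32 to 0.49, Spearman's rho 0.465). Outside SSRs, r was 0.68 for H3K27me3 and 0.42 for H3K27me2. On chromosome arms alone, r over all windows rose to 0.75 for H3K27me3 and to 0.52 for H3K27me2. Windows of 1 genome are not independent replicates, and no p-value is attached to these correlations.

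**Figure D2:**
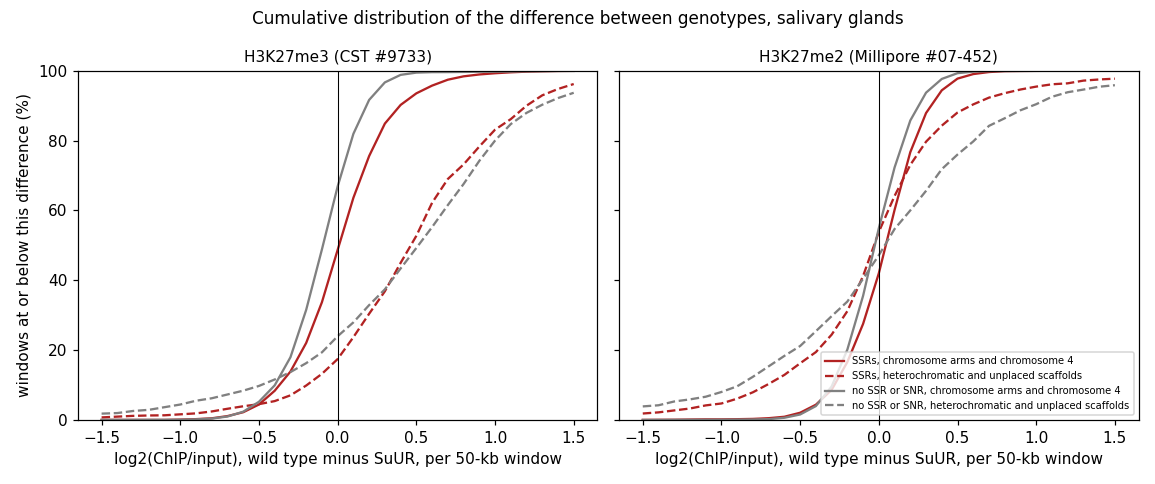
Share of windows (y axis, %) at or below each difference in log2(ChIP/input) between wild type and SuUR mutants (x axis), for H3K27me3 on the left and H3K27me2 on the right; red lines are windows with their centre inside SSRs, grey lines are windows that overlap no SSR or SNR, solid lines are chromosome arms with chromosome 4 and dashed lines are heterochromatic and unplaced scaffolds. For H3K27me3, both dashed lines are shifted towards wild type, while for H3K27me2 they are centred near 0.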

**Additional file 3: Table S2.** Coordinates of all reported under-replicated regions [12–14]. The data from three studies were combined in UCSC Table Browser using the UNION function. First column—chromosome name, second column—start coordinate, third column—end coordinate, fourth column—unique ID. Each line corresponds to a single under-replicated region.

**Additional file 4: Figure S2.** Examples of SSRs that are not under-replicated in salivary gland of wild type strain. The color code and legend are the same as in Fig. 1a. H3K27me3 profiles are presented as quantile normalized log_2_(IP/inp) values.

**Additional file 5: Table S3.** Coordinates of 158 HMM-defined SNRs. First column—chromosome name, second column—start coordinate, third column—end coordinate. Each line corresponds to a single SNR.

**Additional file 6: Figure S3.** Comparison of SUUR DamID profiles in Kc167 cells and in salivary gland. Data for Kc167 cells were taken from [5], profile in salivary glands was obtained in this study. The profiles are very consistent, although with some expectable cell type-specific differences (exemplified by black frame).

**Additional file 7: Figure S4.** *SuUR* mutation has no effect of the expression levels of histone genes. Expression of the histone genes was measured using qPCR in *SuUR* mutant salivary glands and in wild type control. No significant difference was detected using *t* test.

## Abbreviations

*SuUR* (SUUR): Suppressor of Under-replication
PCNA: Proliferating cell nuclear antigen
H3K27me3: Histone H3 tri-methylated on lysine 27
H3K9me2/3: Histone H3 di- or tri-methylated on lysine 9
DSB: Double-strand break
HP1: Heterochromatin protein 1
Su(var)3–9: Suppressor of variegation 3–9
PRC: Polycomb-repressive complex
E(z): Enhancer of zeste
Pc: Polycomb
CDS: Coding DNA sequence
DamID: DNA adenine methyltransferase (Dam) identification
HMM: Hidden Markow model
SSR: *SuUR*-sensitive region
SNR: *SuUR*-non-sensitive region
FDR: False discovery rate

## References

[1] Schubeler D, Scalzo D, Kooperberg C, van Steensel B, Delrow J, Groudine M (2002). Genome-wide DNA replication profile for *Drosophila melanogaster*: a link between transcription and replication timing. Nat Genet.

[2] Hiratani I, Takebayashi S, Lu J, Gilbert DM (2009). Replication timing and transcriptional control: beyond cause and effect—part II. Curr Opin Genet Dev.

[3] Woodfine K, Fiegler H, Beare DM, Collins JE, McCann OT, Young BD, Debernardi S, Mott R, Dunham I, Carter NP (2004). Replication timing of the human genome. Hum Mol Genet.

[4] MacAlpine HK, Gordan R, Powell SK, Hartemink AJ, MacAlpine DM (2010). Drosophila ORC localizes to open chromatin and marks sites of cohesin complex loading. Genome Res.

[5] Filion GJ, van Bemmel JG, Braunschweig U, Talhout W, Kind J, Ward LD, Brugman W, de Castro IJ, Kerkhoven RM, Bussemaker HJ (2010). Systematic protein location mapping reveals five principal chromatin types in Drosophila cells. Cell.

[6] Cowell IG, Aucott R, Mahadevaiah SK, Burgoyne PS, Huskisson N, Bongiorni S, Prantera G, Fanti L, Pimpinelli S, Wu R (2002). Heterochromatin, HP1 and methylation at lysine 9 of histone H3 in animals. Chromosoma.

[7] Schwartz YB, Pirrotta V (2007). Polycomb silencing mechanisms and the management of genomic programmes. Nat Rev Genet.

[8] Schotta G, Ebert A, Krauss V, Fischer A, Hoffmann J, Rea S, Jenuwein T, Dorn R, Reuter G (2002). Central role of Drosophila SU(VAR)3–9 in histone H3-K9 methylation and heterochromatic gene silencing. EMBO J.

[9] Danzer JR, Wallrath LL (2004). Mechanisms of HP1-mediated gene silencing in Drosophila. Development.

[10] Andrew DJ, Henderson KD, Seshaiah P (2000). Salivary gland development in *Drosophila melanogaster*. Mech Dev.

[11] Zhimulev IF, Semeshin VF, Kulichkov VA, Belyaeva ES (1982). Intercalary heterochromatin in Drosophila. Chromosoma.

[12] Belyakin SN, Christophides GK, Alekseyenko AA, Kriventseva EV, Belyaeva ES, Nanayev RA, Makunin IV, Kafatos FC, Zhimulev IF (2005). Genomic analysis of Drosophila chromosome underreplication reveals a link between replication control and transcriptional territories. Proc Natl Acad Sci USA.

[13] Sher N, Bell GW, Li S, Nordman J, Eng T, Eaton ML, Macalpine DM, Orr-Weaver TL (2012). Developmental control of gene copy number by repression of replication initiation and fork progression. Genome Res.

[14] Yarosh W, Spradling AC (2014). Incomplete replication generates somatic DNA alterations within Drosophila polytene salivary gland cells. Genes Dev.

[15] Nordman JT, Kozhevnikova EN, Verrijzer CP, Pindyurin AV, Andreyeva EN, Shloma VV, Zhimulev IF, Orr-Weaver TL (2014). DNA copy-number control through inhibition of replication fork progression. Cell Rep.

[16] Lilly MA, Spradling AC (1996). The Drosophila endocycle is controlled by Cyclin E and lacks a checkpoint ensuring S-phase completion. Genes Dev.

[17] Lilly MA, Duronio RJ (2005). New insights into cell cycle control from the Drosophila endocycle. Oncogene.

[18] Andreyeva EN, Kolesnikova TD, Belyaeva ES, Glaser RL, Zhimulev IF (2008). Local DNA underreplication correlates with accumulation of phosphorylated H2Av in the *Drosophila melanogaster* polytene chromosomes. Chromosome Res.

[19] Belyaeva ES, Zhimulev IF, Volkova EI, Alekseyenko AA, Moshkin YM, Koryakov DE (1998). Su(UR)ES: a gene suppressing DNA underreplication in intercalary and pericentric heterochromatin of *Drosophila melanogaster* polytene chromosomes. Proc Natl Acad Sci USA.

[20] Zhimulev IF, Belyaeva ES, Makunin IV, Pirrotta V, Volkova EI, Alekseyenko AA, Andreyeva EN, Makarevich GF, Boldyreva LV, Nanayev RA (2003). Influence of the SuUR gene on intercalary heterochromatin in *Drosophila melanogaster* polytene chromosomes. Chromosoma.

[21] Koryakov DE, Walther M, Ebert A, Lein S, Zhimulev IF, Reuter G (2011). The SUUR protein is involved in binding of SU(VAR)3–9 and methylation of H3K9 and H3K27 in chromosomes of *Drosophila melanogaster*. Chromosome Res.

[22] Pokholkova GV, Koryakov DE, Pindyurin AV, Kozhevnikova EN, Belyakin SN, Andreyenkov OV, Belyaeva ES, Zhimulev IF (2015). Tethering of SUUR and HP1 proteins results in delayed replication of euchromatic regions in *Drosophila melanogaster* polytene chromosomes. Chromosoma.

[23] Kolesnikova TD, Posukh OV, Andreyeva EN, Bebyakina DS, Ivankin AV, Zhimulev IF (2013). Drosophila SUUR protein associates with PCNA and binds chromatin in a cell cycle-dependent manner. Chromosoma.

[24] Andreyeva EN, Bernardo TJ, Kolesnikova TD, Lu X, Yarinich LA, Bartholdy BA, Guo X, Posukh OV, Healton S, Willcockson MA (2017). Regulatory functions and chromatin loading dynamics of linker histone H1 during endoreplication in Drosophila. Genes Dev.

[25] Posukh OV, Maksimov DA, Skvortsova KN, Koryakov DE, Belyakin SN (2015). The effects of SUUR protein suggest its role in repressive chromatin renewal during replication in Drosophila. Nucleus.

[26] Campbell S, Ismail IH, Young LC, Poirier GG, Hendzel MJ (2013). Polycomb repressive complex 2 contributes to DNA double-strand break repair. Cell Cycle.

[27] Johnson DP, Spitz GS, Tharkar S, Quayle SN, Shearstone JR, Jones S, McDowell ME, Wellman H, Tyler JK, Cairns BR (2015). HDAC1,2 inhibition impairs EZH2- and BBAP-mediated DNA repair to overcome chemoresistance in EZH2 gain-of-function mutant diffuse large B-cell lymphoma. Oncotarget.

[28] Belyakin SN, Babenko VN, Maksimov DA, Shloma VV, Kvon EZ, Belyaeva ES, Zhimulev IF (2010). Gene density profile reveals the marking of late replicated domains in the *Drosophila melanogaster* genome. Chromosoma.

[29] Koryakov DE, Pokholkova GV, Maksimov DA, Belyakin SN, Belyaeva ES, Zhimulev IF (2012). Induced transcription results in local changes in chromatin structure, replication timing, and DNA polytenization in a site of intercalary heterochromatin. Chromosoma.

[30] Graveley BR, Brooks AN, Carlson JW, Duff MO, Landolin JM, Yang L, Artieri CG, van Baren MJ, Boley N, Booth BW (2011). The developmental transcriptome of *Drosophila melanogaster*. Nature.

[31] Hammonds AS, Bristow CA, Fisher WW, Weiszmann R, Wu S, Hartenstein V, Kellis M, Yu B, Frise E, Celniker SE (2013). Spatial expression of transcription factors in Drosophila embryonic organ development. Genome Biol.

[32] Tomancak P, Beaton A, Weiszmann R, Kwan E, Shu S, Lewis SE, Richards S, Ashburner M, Hartenstein V, Celniker SE (2002). Systematic determination of patterns of gene expression during Drosophila embryogenesis. Genome Biol.

[33] Tomancak P, Berman BP, Beaton A, Weiszmann R, Kwan E, Hartenstein V, Celniker SE, Rubin GM (2007). Global analysis of patterns of gene expression during Drosophila embryogenesis. Genome Biol.

[34] Fischle W, Wang Y, Jacobs SA, Kim Y, Allis CD, Khorasanizadeh S (2003). Molecular basis for the discrimination of repressive methyl-lysine marks in histone H3 by Polycomb and HP1 chromodomains. Genes Dev.

[35] Makunin IV, Volkova EI, Belyaeva ES, Nabirochkina EN, Pirrotta V, Zhimulev IF (2002). The Drosophila suppressor of underreplication protein binds to late-replicating regions of polytene chromosomes. Genetics.

[36] Maksimov DA, Laktionov PP, Belyakin SN (2016). Data analysis algorithm for DamID-seq profiling of chromatin proteins in *Drosophila melanogaster*. Chromosome Res.

[37] Maksimov DA, Laktionov PP, Posukh OV, Belyakin SN, Koryakov DE (2017). Genome-wide analysis of SU(VAR)3–9 distribution in chromosomes of Drosophila melanogaster. Chromosoma.

[38] Pindyurin AV, Moorman C, de Wit E, Belyakin SN, Belyaeva ES, Christophides GK, Kafatos FC, van Steensel B, Zhimulev IF (2007). SUUR joins separate subsets of PcG, HP1 and B-type lamin targets in Drosophila. J Cell Sci.

[39] Maksimov DA, Koryakov DE, Belyakin SN (2014). Developmental variation of the SUUR protein binding correlates with gene regulation and specific chromatin types in *D. melanogaster*. Chromosoma.

[40] Landais S, D’Alterio C, Jones DL (2014). Persistent replicative stress alters polycomb phenotypes and tissue homeostasis in *Drosophila melanogaster*. Cell Rep.

[41] Lattao R, Bonaccorsi S, Guan X, Wasserman SA, Gatti M (2011). Tubby-tagged balancers for the Drosophila X and second chromosomes. Fly (Austin).

[42] Lee HG, Kahn TG, Simcox A, Schwartz YB, Pirrotta V (2015). Genome-wide activities of Polycomb complexes control pervasive transcription. Genome Res.

[43] Lanzuolo C, Lo Sardo F, Diamantini A, Orlando V (2011). PcG complexes set the stage for epigenetic inheritance of gene silencing in early S phase before replication. PLoS Genet.

[44] Moshkin YM, Alekseyenko AA, Semeshin VF, Spierer A, Spierer P, Makarevich GF, Belyaeva ES, Zhimulev IF (2001). The bithorax complex of *Drosophila melanogaster*: underreplication and morphology in polytene chromosomes. Proc Natl Acad Sci USA.

[45] Nordman JT, Orr-Weaver TL (2015). Understanding replication fork progression, stability, and chromosome fragility by exploiting the suppressor of underreplication protein. BioEssays.

[46] Alabert C, Barth TK, Reveron-Gomez N, Sidoli S, Schmidt A, Jensen ON, Imhof A, Groth A (2015). Two distinct modes for propagation of histone PTMs across the cell cycle. Genes Dev.

[47] Alabert C, Bukowski-Wills JC, Lee SB, Kustatscher G, Nakamura K, de Lima Alves F, Menard P, Mejlvang J, Rappsilber J, Groth A (2014). Nascent chromatin capture proteomics determines chromatin dynamics during DNA replication and identifies unknown fork components. Nat Cell Biol.

[48] Markstein M, Pitsouli C, Villalta C, Celniker SE, Perrimon N (2008). Exploiting position effects and the gypsy retrovirus insulator to engineer precisely expressed transgenes. Nat Genet.

[49] Greil F, Moorman C, van Steensel B (2006). DamID: mapping of in vivo protein-genome interactions using tethered DNA adenine methyltransferase. Methods Enzymol.

[50] Vogel MJ, Peric-Hupkes D, van Steensel B (2007). Detection of in vivo protein–DNA interactions using DamID in mammalian cells. Nat Protocols.

[51] Lee W-P, Stromberg MP, Ward A, Stewart C, Garrison EP, Marth GT (2014). MOSAIK: a hash-based algorithm for accurate next-generation sequencing short-read mapping. PLoS ONE.

How the deposited data were processed for this re-analysis (not part of the article)

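The profiles used here are the H3K27me3 (CST #9733) and H3K27me2 (Millipore) ChIP-seq profiles of larval salivary glands from wild type (y,w) and SuUR mutants, 4 profiles made from 8 libraries. Each profile combines 1 ChIP library with 1 input library. The ChIP-seq of 0 to 4 h embryos (12 libraries, 3 replicates per group), the DamID profiles, the published ChIP-chip profiles and the qPCR measurements were not analysed here.

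The authors mapped the paired-end reads to BDGP R5/dm3 with MOSAIK (parameters -m all and -a single among others), combined read pairs, calculated RPM values and deposited log2 of the ChIP/input ratio. The methods describe narrower sliding windows, whereas the deposited log2 values cover windows of 50 kb at steps of 5 kb, with a name that marks quantile normalization. This normalization was checked on the values: within each antibody the sorted values of the genotypes differed by 0 at most. It ties the genotypes to one distribution, so a shift of the whole genome cannot be measured, and a strong change on part of the genome moves the rest the other way. The treatment of reads with several matching positions bears on heterochromatic scaffolds in particular, and its effect was not tested here. The paper's methods mention 3 biological replicates for ChIP-seq. For the salivary gland profiles, whether libraries were pooled is not stated, and each profile was treated as a single measurement. No read counts are given with the profiles, so depth and counting error are unknown and no interval on a window's value can be calculated.

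The value of a window was assigned to its centre. Regions were the 193 SSRs of Table S1 (average length 214 kb), the 101 under-replicated regions of Table S2 and the 158 SNRs of Table S3. An SSR was taken as under-replicated when it overlapped Table S2 by at least 1 bp, which gave 99 SSRs (average length 232 kb) and left 94 (average length 195 kb). Table S3 holds short regions, with a median length of 24.4 kb, and 114 of the 158 are shorter than 1 window. The difference was wild type minus SuUR, and the median over regions was set among 10000 random lists of windows matched on mean signal and chromosome class that overlap no SSR or SNR. Chromosome arms with chromosome 4 formed one class and the Het and U scaffolds the other. A region with fewer than 20 candidate windows stayed out of the lists. A median outside the central 95% of the lists was taken as past the threshold. Shares of regions are given with 95% Wilson intervals, which treat regions as independent. Correlations were calculated across non-overlapping windows, with intervals from 1000 bootstrap samples of 1-Mb blocks. The largest differences outside SSRs and SNRs were the top and bottom 0.5% of windows, merged where they overlap.

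The regions named in the text were fixed by a rule: the 5 SSRs with the largest and the 5 with the smallest H3K27me3 difference among SSRs with at least 5 window centres, the longest SNR and the longest merged run of each kind. Cytological bands named in the paper were not placed, because no annotation of the dm3 assembly was used here, and no genes are named for the same reason.

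The comparison with matched lists was tested on simulated profiles with the real window positions. These profiles had no quantile normalization, no trend of the difference with signal and no contrast between arms and scaffolds. Noise in their differences was correlated only between overlapping windows. A simulated difference of 0.2 in all 193 SSRs was recovered as 0.1995 (SD 0.010 over 100 runs), and the median lay outside the central 95% of the lists in 100 of 100 runs. With no simulated difference, the recovered value was −0.0004, and the median lay outside in 32 of 300 runs, or 10.7%. The lists were therefore somewhat too narrow even for these simple profiles, and a percentile near their edge carries little weight. How narrow they are for the real profiles is not known from this test.

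The alternatives set before the data were examined changed the rule for windows inside a region, the weighting of regions, the chromosomes used, the centring, the scale (percentile ranks or linear ratios), the subtraction of a lowess trend on signal (span 0.3), the random windows and the overlap that defines under-replicated SSRs. Quantile normalization redone over the chromosome arms 2L, 2R, 3L, 3R and X alone, and random windows that may touch an SSR or SNR but have no centre inside one, were added after the data were seen. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.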

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

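The tests in this part were chosen after the results were seen.

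The matched lists, the windows matched on length and chromosome only and the lowess subtraction had been set before the data were examined. Their use below to weigh an explanation was chosen after the results were seen. The first result is a signal in the heterochromatic and unplaced scaffolds outside SSRs, which the paper does not single out in its analysis of these profiles. Its introduction cites an earlier study in which H3K27me3 was depleted from pericentric regions of SuUR mutants. Over the 1840 windows of these scaffolds that overlap no SSR or SNR, the H3K27me3 difference between wild type and SuUR mutants averaged 0.445 (SD over windows 0.79), against −0.098 over the corresponding windows of the chromosome arms and chromosome 4. Taken over all of their windows, each of the 7 scaffolds was higher in wild type, with averages from 0.23 to 0.62. The H3K27me2 difference on them ranged from −0.18 to 0.27 and was above 0 on 4 of 7. The paper measured under-replication at loci of pericentric heterochromatin, so copy number is the first technical explanation to weigh. A change in copy number that alters the ratio of ChIP to input alike in both marks would leave no contrast between them. The H3K27me3 difference minus the H3K27me2 difference averaged 0.449 over 3655 shared windows and was above 0 on all 7 scaffolds (from 0.14 to 0.76), which argues against this explanation. Quantile normalization leaves the order of windows within a profile as it is. The average percentile rank of the scaffold windows was 67.4 in wild type and 30.8 in SuUR mutants, a difference of 36.5, so this step alone did not create the shift. A property of a single library, such as the input used for H3K27me3 in one genotype, GC content and the placement of reads with several matches stay open, as does the loss of H3K27me3 from pericentric regions that the paper cites. With 1 library of each kind, none of these was tested.

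The second result is a difference in SNRs, which the paper does not mark in its comparison of antibodies. The median log2(ChIP/input) of H3K27me3 over the 150 SNRs with a window centre was 0.59 in wild type and 0.85 in SuUR mutants (SD over SNRs 0.48 and 0.49). The median difference was −0.20 (SD over SNRs 0.20), and 24 of 150 SNRs were higher in wild type. This share, 16.0%, equalled the median share in lists matched on signal (percentile 48.8). Values of the 114 SNRs (of 158) shorter than 1 window include flanking sequence. With only windows wholly inside the SNRs, the median difference was −0.12 over 40 SNRs. The median difference over the 150 SNRs stood below all 10000 lists of windows matched on length and chromosome only, whose median was −0.076. It stood above nearly all lists matched on signal (percentile 99.9), whose median was −0.27. The matched windows do not reach the signal of SNRs, with a median of 0.29 against 0.71. After the lowess trend on signal was subtracted, the median was −0.16 and below all lists (list median 0.0045). The 2 comparisons that account for signal thus point in opposite directions. Of the non-overlapping windows outside SSRs and SNRs, 9 reach a signal of 0.71, and 9 of these 9 lie on scaffolds, which differ between genotypes in their own way, so the fit has no support from the arms at the signal of SNRs. A trend of the difference with signal cannot be told apart from a property of SNRs. A shift on the heterochromatic scaffolds has to be balanced on the arms after quantile normalization over all chromosomes, and the arms with chromosome 4 averaged −0.070. With the normalization redone over the arms, the median SNR difference was −0.074, still below the central 95% of random windows of the same length (from −0.052 to 0.025). Against windows matched on signal, the same renormalized median again stood above the lists (percentile 99.98, list median −0.14). The share of SNRs higher in wild type was then 52 of 146, or 35.6%. The normalization may thus account for a part of the difference. The comparison on length argues against the normalization over all chromosomes as the whole cause. The longest SNR, on 3R from 12484240 to 12803370, went the other way, with 2.03 in wild type, 1.90 in SuUR mutants and a difference of 0.13. Differences between single libraries and GC content were not tested, and a higher H3K27me3 level in SNRs of SuUR mutants stays open as a biological explanation.

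The third result is the H3K27me2 signal in the same SNRs. The median H3K27me2 difference over the 150 SNRs with a window centre was 0.059 (SD over SNRs 0.18), above all 10000 matched lists, whose median was −0.027 (central 95% from −0.0595 to 0.0050). The value was higher in wild type in 91 of 150 SNRs, or 60.7%. Of the 158 SNRs, 114 are shorter than 1 window, so their values include flanking sequence. With only windows wholly inside the SNRs, the median was 0.15 over 40 SNRs. With all windows that overlap an SNR by at least 1 bp, it was 0.037 over 158 SNRs. The median differences of the 2 marks have opposite signs in SNRs, but quantile normalization can move the sign, and against windows matched on signal both marks stood above the lists, so the signs decide nothing about recognition of H3K27me3 by the antibodies against H3K27me2. If such recognition made the H3K27me2 difference, SNRs with a larger H3K27me3 difference would have a larger H3K27me2 difference. Over the 150 SNRs Spearman's rho of the 2 differences was −0.19 (central 95% of 1000 resamplings of SNRs from −0.337 to −0.0093), which argues against this recognition as the whole cause; a smaller contribution stays open. Quantile normalization redone over the chromosome arms decides nothing here, since it moved almost nothing: over the 146 SNRs on the arms the median was 0.060 before and after. Quantile normalization moves windows of similar signal much alike, and the matched windows had the signal of SNRs (0.034 in both) without their difference (−0.027 against 0.059), which argues against this step as the whole cause. Differences between single libraries and GC content were not tested, and a higher H3K27me2 level in wild type stays open as a biological explanation.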

How the results depend on the processing

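No paired analysis was possible because each salivary gland profile comes from a single pair of libraries without replicate numbers. Results were recalculated under the alternatives, one choice at a time. Depth is unknown, so differences near 0 cannot be separated from counting error.

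The H3K27me2 differences in SSRs and in SNRs and the share of SSRs with higher H3K27me2 in wild type kept their direction and stayed outside the central 95% of the lists under every alternative run (13, 13 and 12). The median H3K27me2 difference in SSRs ranged from 0.019 with equal weighting of all windows to 0.070 after the lowess subtraction on the log2 scale. The share for H3K27me2 reached 73.6% after the lowess subtraction, where it counts SSRs above the subtracted trend (56.0% in the lists).

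The H3K27me3 difference in SSRs stayed above the lists in all 13 alternatives, but its sign was not stable. It became positive with all windows weighted equally (0.12), after the lowess subtraction (0.10) and after quantile normalization was redone over the chromosome arms (0.024), an alternative chosen after seeing the data. The share of SSRs above 0 moved from 42.0% to 72.5% and 57.2% under the last 2 of these. After the lowess subtraction it counts SSRs above the subtracted trend (43.5% in the lists), not SSRs higher in wild type. Equal weighting favours long regions, and 22.3% of the SSR windows lie on heterochromatic and unplaced scaffolds. Redoing the normalization over the arms removes their average difference by construction. That average was −0.070 over the arms with chromosome 4. The median of the 187 SSRs on the arms moved from −0.045 to 0.024 with it. For the lowess subtraction the cause was not tested.

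The contrast of H3K27me3 and H3K27me2 in SSRs became positive with equal weighting (0.10) and after the lowess subtraction (0.021). With quantile normalization redone over the arms, chosen after seeing the data, the contrast had a median of −0.0073, still above the lists. Its median of −0.068 fell inside the central 95% of the lists with windows matched on length and chromosome only (percentile 67.9) and with the circular shift (percentile 71.5); neither of these matches windows on signal.

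The median in under-replicated SSRs became positive with windows wholly inside the SSRs (0.014), equal weighting (0.023), centring (0.0073), percentile ranks (0.14 rank units), the lowess subtraction (0.12) and quantile normalization over the arms (0.044). The median in the other SSRs became positive with equal weighting (0.25) and the lowess subtraction (0.041). In the chosen setting it lay at percentile 98.3 of the lists. It fell inside their central 95% after the lowess subtraction (percentile 96.8), with percentile ranks (−6.98 rank units), with quantile normalization over the arms (−0.036) and, at an unchanged median of −0.083, with windows matched on length and chromosome only (percentile 20.4), the circular shift (percentile 22.5) and random windows that may touch an SSR or SNR, the last also chosen after seeing the data. In the other SSRs, equal weighting brings in the 1819 windows of the scaffold SSRs, which averaged 0.47, and the matched lists were then also high (0.169). For the other alternatives of these 2 groups the cause was not tested.

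The H3K27me3 difference in SNRs was negative throughout, and its position relative to the lists changed with the comparison. It fell inside their central 95% with non-overlapping windows (−0.19), equal weighting (−0.146), the linear ratio scale (−0.235) and random windows that may touch an SSR or SNR (−0.20). It was above the lists in the chosen setting and below them after the lowess subtraction (−0.16), with windows matched on length and chromosome only and with the circular shift (both −0.20). Windows with the signal of SNRs are scarce outside them.

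The correlation between genotypes rose on the chromosome arms from 0.56 to 0.75 for H3K27me3 and from 0.41 to 0.52 for H3K27me2. With the top and bottom 1% of windows in place of 0.5%, the number of merged runs outside SSRs and SNRs rose from 25 to 39 (H3K27me3 higher in wild type), from 28 to 61 (H3K27me3 lower in wild type) and from 22 to 39 (H3K27me2 lower in wild type), since more windows enter. It rose from 33 to 43 for H3K27me2 higher in wild type.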

Differences from the paper's values

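The numbers of SSRs, under-replicated regions and SNRs taken from the supplementary tables, and the average lengths of the SSRs and of their 2 groups, matched the values the paper gives.

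The legend of Figure S1 describes SSRs as stronger in wild type with CST #9733 antibodies against H3K27me3. Here the median H3K27me3 difference over the SSRs was −0.042, and 42.0% of SSRs were higher in wild type. With only windows wholly inside the SSRs, these values were −0.014 and 46.7%. Among the alternatives set before the data were examined, equal weighting of all windows (0.12) gave the direction of the legend. The lowess subtraction also gave a positive value (0.10), but relative to the trend with signal and not as wild type against SuUR mutants. Counted over single windows, 58.3% of SSR windows were higher in wild type. Quantile normalization redone over the chromosome arms, chosen after seeing the values, also gave the direction of the legend (0.024). It removes the average difference of the arms by construction, which was −0.070 for the arms with chromosome 4. The other alternatives set before the data were examined did not change the sign, although in all of them SSRs stood above the random windows.

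The same legend states that no such tendency is seen for H3K27me2. Here the median H3K27me2 difference over the SSRs was 0.030, with 60.6% of SSRs higher in wild type, and it stood above the matched windows. None of the alternatives gave a median inside the central 95% of the lists.

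The text describes H3K27me3 in SNRs as unaffected by the mutation, from data obtained with other antibodies. With CST #9733 antibodies the median difference over SNRs was −0.20, with 16.0% of SNRs higher in wild type. Lists matched on signal had the same median share. After quantile normalization over the chromosome arms, chosen after seeing the values, the difference was −0.074, with 35.6% of SNRs higher in wild type. In the chosen comparison, windows of the closest signal had a more negative median (−0.27); random windows that may touch an SSR or SNR, chosen after seeing the values, put the SNR median inside the central 95% of the lists (percentile 96.7), as did non-overlapping windows, equal weighting and the linear ratio scale among the alternatives set before.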

Other observations

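The tests in this part were chosen after the results were seen.

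A trend of the difference with signal was weighed as an explanation of the position of SSRs in H3K27me3. The lowess subtraction and the matched lists had been set before the data were examined. Only their use to weigh this explanation was chosen after the results were seen. After the lowess trend over windows outside SSRs and SNRs was subtracted, the median H3K27me3 difference in SSRs was 0.103 and above all matched lists, which argues against this trend as the whole cause of their position above other windows. Lists of windows matched on signal within a chromosome class, with a median signal of 0.0090 against 0.030 in SSRs, gave the same position. Differences between single libraries were not tested.

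Among the top and bottom 0.5% of windows, most of the largest differences outside SSRs and SNRs lay on heterochromatic and unplaced scaffolds: 24 of 25 merged runs for H3K27me3 higher in wild type, 23 of 28 for H3K27me3 lower in wild type, 30 of 33 for H3K27me2 higher in wild type and 21 of 22 for H3K27me2 lower in wild type. With the top and bottom 1% this did not hold for H3K27me3 lower in wild type, where 33 of 61 runs lay on the arms and chromosome 4 and 28 on scaffolds. Both of these shares of windows had been set before the data were examined. The longest runs for H3K27me3 lay on U from 9070001 to 9190000 (difference 1.79) and on U from 2495001 to 2610000 (difference −1.41). The longest for H3K27me2 lay on U from 5660001 to 5745000 (difference 2.55) and on 3RHet from 265001 to 395000 (difference −2.14). Windows of these scaffolds vary widely in both marks: the SD of the difference over windows was 0.70 for H3K27me3 and 0.73 for H3K27me2, against 0.27 and 0.23 on the arms with chromosome 4. 

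Across non-overlapping windows of the chromosome arms, the H3K27me3 and H3K27me2 profiles of wild type had a Pearson's r of 0.34 (Spearman's rho 0.46), and those of SuUR mutants 0.19 (Spearman's rho 0.28). Windows are not independent replicates, and the difference between these correlations was not tested.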
